A study of Saccharomyces cerevisiae with 6 samples.

How the data were processed

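Messenger RNA of budding yeast (Saccharomyces cerevisiae) was compared between strains described as expressing a polyglutamine tract of 25 residues (25Q) and strains described as expressing a tract of 46 residues (46Q). Each group held 3 libraries. Per the labels, the strains had the W303A background, cultures in complete synthetic medium were taken at mid-log phase, washed, and moved to galactose. Per the labels' protocols, RNA was purified with a commercial yeast kit and made into stranded, poly(dT)-enriched Illumina libraries. All 6 libraries carry the same batch label, so no batch could be compared.

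The authors deposited raw read counts per gene for 7127 genes, and the values are whole numbers that were not scaled. The column layout lists a gene identifier, chromosome, start, end, strand and length, per the file headers. The authors deposited 2 counts for each library, one from an alignment named paired and one from an alignment named oneU, per the file headers. The aligner, its version, the trimming, the genome build, the annotation and the use of strand in counting are not stated in the headers or the labels. Reads that 2 genes could share were therefore treated as uncertain for near-identical copies and for genes that overlap on either strand.

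For each library the 2 deposited counts were added, a choice made after the columns were seen. The summed total per library was 19214790, 20017844 and 20109355 for 25Q replicates 1, 2 and 4, and 20402441, 15221413 and 17063308 for 46Q replicates 1, 3 and 4. The tested gene at the median held between 877 and 1187 counts in a library, so counting error was small for most genes. Replicate numbers were taken from the sample titles, which gave 1, 2 and 4 for 25Q and 1, 3 and 4 for 46Q. No column of the table was left without a sample.

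Identifiers were matched to the R64 reference annotation, 6047 by locus tag and 123 by name, for 6170 of the 7127 genes. Of 5766 matched genes with a single interval, 5757 had the same start and end in R64, and the last gene of each of 17 chromosomes ended within the reference length. Coordinates are given as in the deposited table. A near-identical copy was defined by BLAST+ 2.17.0 as at least 95% identity over at least 50% of the gene, which marked 681 genes.

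Differential expression was tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 (robust fit, TMM scaling). The edgeR low-count filter with a minimum count of 10 and a minimum total of 15 left 6112 genes. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene was called at an adjusted p under 0.05. Changes of at least 2-fold were counted separately. Standard errors were taken as the log2 fold change divided by the square root of the F statistic. CPM values use TMM-scaled library sizes. A panel of 27 genes and 22 gene sets were written before the data were examined, as were the design, the rule for naming genes and most alternatives. Gene sets with at least 5 tested genes were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01. Differences in library measures were tested with exact two-sided permutation tests, which cannot give a p under 0.1 with 3 libraries in each group.

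The rule for naming genes took those with an adjusted p under 0.05, no overlap between the CPM of the groups and a mean of at least 5 CPM. Among them, the 8 with the largest rise and the 8 with the largest fall were named, together with the panel and up to 3 members of each called set with the smallest p. PRP11 and NAT1 were taken as the tested neighbours of SIR2 once the rise of SIR2 had been seen, before their own values were read. Other genes named outside this rule were chosen after their values were seen. They are the neighbours of HIS3, PRM7, hexose transporter genes, members of the marker lists, low ribosomal protein genes and genes that stood apart in a single library. The 4 marker lists, for glucose-repressed genes, high-glucose transporters, low-glucose transporters and Hsf1 targets outside the general stress genes, were written before the tests on them were run.

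The edgeR test was tested on simulated data for the comparison of 46Q against 25Q, in which 198 of the 6089 genes that passed the filter had a known change. It recovered 97.0% of the 2-fold and 84.7% of the 1.5-fold changes, with 5.26% false calls and 0 calls of the wrong sign. In the real data 2534 genes were called, with a median absolute log2 fold change of 0.28. Recovery, false calls and sign for changes that small and widespread were not tested by this simulation. In a second simulation over 6112 genes for the same comparison, 1 set was shifted, and camera called that set and 0 others of the 22. The simulated genes varied independently of one another, so this test says nothing on correlated sets.

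The alternatives were DESeq2 (1.42.0) size factors, upper-quartile scaling, total counts only, no filter, at least 10 counts in every library, the DESeq2 Wald test and limma-voom. Each library was also left out in turn. Further alternatives were a replicate block, offsets for each library's trend on GC content and gene length (splines with 4 degrees of freedom), these offsets with the block, and the set tests with an estimated correlation or fry. Added after the data were seen were the paired counts alone, the oneU counts alone and the table without overlapping genes. Reads of the polyglutamine construct itself were not analysed here.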

Results

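Poly(A) RNA was sequenced from W303A yeast strains that the labels describe as expressing a polyglutamine tract of 25 residues, called not associated with disease, or of 46 residues. The level of the tract's own transcript at harvest was not analysed here. Expanded polyglutamine tracts of this kind form aggregates and are used in yeast to model Huntington's disease. There were 3 libraries of 25Q (replicates 1, 2 and 4) and 3 of 46Q (replicates 1, 3 and 4). The deposited values were raw counts per gene, and the 2 counts of each library were added. Library totals were 19214790, 20017844 and 20109355 counts for 25Q replicates 1, 2 and 4. For 46Q replicates 1, 3 and 4 they were 20402441, 15221413 and 17063308 counts.

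Depth and composition were compared between the groups, but with 3 libraries in each no difference could reach a p under 0.05. The mean total was 19780663 ± 492192 counts (SD, n = 3) in 25Q and 17562387 ± 2626323 counts in 46Q (exact two-sided permutation test, p = 0.4). The share of counts from the oneU alignment was 19.5 ± 0.732% in 25Q and 21.4 ± 1.46% in 46Q (exact permutation p = 0.2). The 10 most abundant genes of each library took 9.53 ± 0.201% of counts in 25Q and 9.40 ± 0.109% in 46Q (exact permutation p = 0.5). Mitochondrial genes took 0.0236 ± 0.0108% and 0.0156 ± 0.00721% (exact permutation p = 0.4). After Benjamini-Hochberg adjustment over these 4 measures, each permutation p was 0.5, and 0.1 is the smallest raw p the design allows.

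Libraries of one group resembled each other more than libraries of the other group. Across genes, which are not independent replicates, Pearson's r of log2 CPM was 0.994 to 0.997 for pairs within groups and 0.984 to 0.989 for pairs between groups. All replicate pairs differed by more than counting noise, with a chi-square per degree of freedom of at least 5.02, so no pair looked like 1 library deposited again. This does not show whether the libraries came from separate cultures, and they were taken as separate samples from the labels. The first principal component held 63.1% of the variance and separated the groups. On the second component, with 11.9%, 46Q replicate 1 scored 11.3, while the other 46Q libraries scored -3.17 and -6.02.

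**Figure D1:**
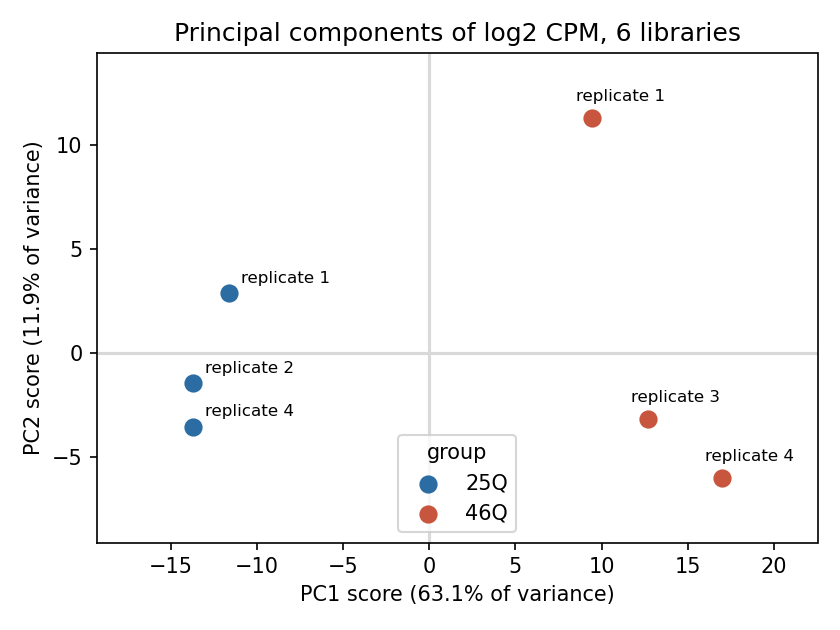
Scores of the 6 libraries on the first 2 principal components of log2 CPM, with 25Q in blue and 46Q in red. The 25Q libraries lie between -13.7 and -11.7 on the first component and the 46Q libraries between 9.45 and 17.0.

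The design compared transcript levels between 46Q and 25Q strains to find which genes differ with the longer tract. Of 6112 genes tested with edgeR's quasi-likelihood test, 2534 (41.5%) had a Benjamini-Hochberg adjusted p under 0.05. Of these, 1262 were higher and 1272 lower in 46Q (49.8% higher). The split moved to 1551 and 1129 (57.9% higher) with GC and length offsets, which also recentre each library. Most changes were small, with a median absolute log2 fold change of 0.28 among the called genes. Only 101 called genes changed at least 2-fold, 9 upward and 92 downward, and the count was 130 without 46Q replicate 1. The upward count was 14 without 25Q replicate 1 or with no filter. It was 5 with the DESeq2 Wald test, with at least 10 counts in every library or without overlapping genes. The common biological coefficient of variation was 6.05%. CPM of the groups did not overlap for 3163 genes (51.8%), where chance gives 10%, and 2458 of those genes were called. Among the alternatives that kept all 6 libraries as unblocked replicates, the count of calls moved most with the oneU counts alone, which called 1589 genes. Among the called genes, 64 have a near-identical copy and 293 overlap another gene, so their counts are uncertain.

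**Figure D2:**
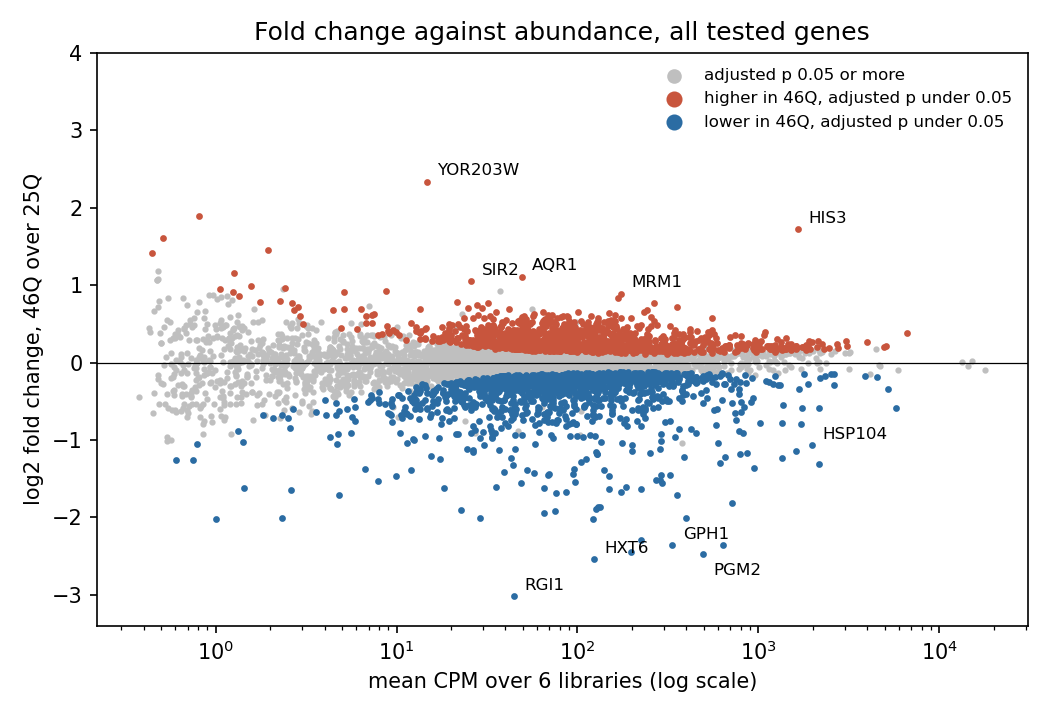
Each point is a tested gene, with mean CPM over the 6 libraries on a log axis against the log2 fold change of 46Q over 25Q. Called genes are red where higher and blue where lower in 46Q, and 92 of the 101 called changes of at least 2-fold are downward.

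The naming rule was met by 2419 genes, and the 8 largest rises among them included 3 neighbours on chromosome XV. YOR203W (positions 722565 to 722918, plus strand) rose from 4.87 ± 0.0785 to 24.5 ± 6.08 CPM (SD, n = 3), a log2 fold change of 2.34 (SE 0.17, edgeR adjusted p = 3.82e-07). It is not matched to a gene in the R64 annotation and overlaps HIS3 and DED1 on the same strand, so its counts are uncertain. HIS3 (YOR202W, 721946 to 722608, plus strand), which encodes an enzyme of histidine synthesis, rose from 763 ± 30.6 to 2528 ± 444 CPM, with a log2 fold change of 1.73 (SE 0.13, edgeR adjusted p = 3.82e-05). MRM1 (YOR201C, 720470 to 721708, minus strand) rose from 122 ± 2.11 to 226 ± 23.2 CPM, with a log2 fold change of 0.89 (SE 0.06, edgeR adjusted p = 7.70e-08). MRM1 overlaps 2 genes on the other strand. The genes on either side of this block changed less, with log2 fold changes of -0.17 (SE 0.05) for BFR1, 0.02 (SE 0.22) for YOR199W and 0.22 (SE 0.05) for DED1.

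**Figure D3:**
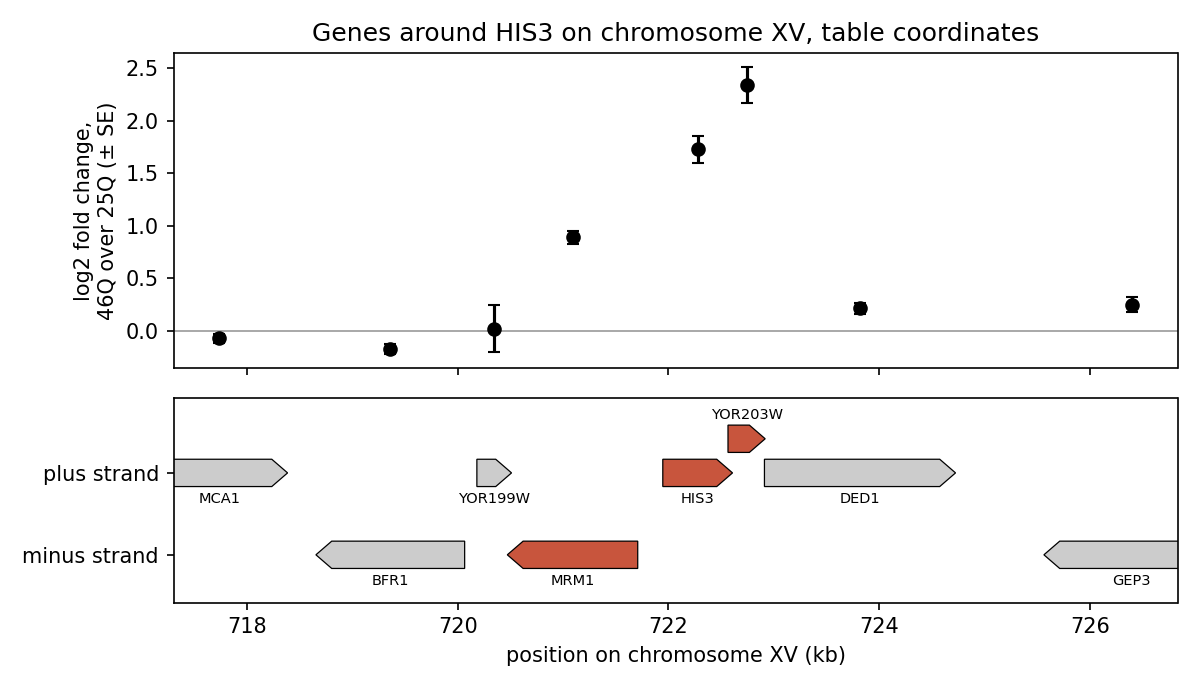
Tested genes around HIS3 on chromosome XV, drawn to scale in the coordinates of the deposited table, with the log2 fold change of 46Q over 25Q and its SE above and the gene arrows below. MRM1, HIS3 and YOR203W, in red, rose by 0.89, 1.73 and 2.34 on the log2 scale, and DED1 by 0.22.

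The other named rises were AQR1, SIR2, PPM2, MIN10 and ROX1. AQR1 (YNL065W), a plasma membrane transporter gene, rose from 31.1 ± 2.57 to 67.3 ± 3.62 CPM (log2 fold change 1.11, SE 0.07, edgeR adjusted p = 7.09e-09). SIR2 (YDL042C, chromosome IV, 376757 to 378445, minus strand), which encodes a histone deacetylase of silent chromatin, rose from 16.9 ± 0.169 to 34.9 ± 2.18 CPM (log2 fold change 1.05, SE 0.08, edgeR adjusted p = 4.31e-08). SIR2 overlaps YDL041W on the other strand, so its counts are uncertain if strand was not used. PPM2, MIN10 and ROX1 rose by 0.92, 0.91 and 0.83 on the log2 scale (edgeR adjusted p = 0.000553, 0.000437 and 9.91e-09).

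The 8 largest falls were RGI1, HXT6, PGM2, GSY1, HXK1, GPH1, GLC3 and YOR387C, with log2 fold changes from -3.02 to -2.02. RGI1 (YER067W) fell from 79.0 ± 9.43 to 9.65 ± 2.72 CPM (log2 fold change -3.02, SE 0.21, edgeR adjusted p = 0.000177). The glycogen genes GSY1, GPH1 and GLC3 changed by -2.45, -2.36 and -2.29 on the log2 scale (edgeR adjusted p = 0.00316, 0.00159 and 0.00245). PGM2, for phosphoglucomutase, changed by -2.47 (edgeR adjusted p = 0.000942). HXK1, for hexokinase, fell from 1065 ± 189 to 207 ± 14.6 CPM (log2 fold change -2.36, edgeR adjusted p = 0.000114). HXT6, a glucose transporter gene, changed by -2.54 (edgeR adjusted p = 0.00187). It is near-identical to HXT7, so the split of reads between these genes is uncertain. GPH1 overlaps other genes of the table on both strands, RGI1 overlaps 2 genes on the other strand and HXK1 overlaps 1 gene on its own strand, so their counts are uncertain as well.

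The panel of 27 genes was written from the study's title and labels before the data were examined. It held chaperones, proteolysis genes, proton pumps, galactose genes, RNQ1 and the markers of the W303 genotype. Of these, 13 were called, 3 higher and 10 lower in 46Q, and 13 were called when adjusted over the list alone. The count ranged from 12 without 25Q replicate 2 to 16 without 25Q replicate 1 over the 6 fits that each left out 1 library. HSP104, the disaggregase gene, fell from 2660 ± 171 to 1272 ± 146 CPM (log2 fold change -1.06, SE 0.08, edgeR adjusted p = 1.53e-07). HSP42 changed by -1.18, HSP12 by -1.17, SSA4 by -1.14, HSP82 by -0.78 and SIS1 by -0.57 on the log2 scale. All 5 had an edgeR adjusted p of 0.00504 or less, and in each the CPM of the groups did not overlap. BTN2 changed by -0.91 (SE 0.22, edgeR adjusted p = 0.0324), but leaving out any 1 of 4 libraries (25Q replicates 1, 2 and 4, and 46Q replicate 1) took it past 0.05, to between 0.0781 and 0.0920. Over all 6 such fits it ran from 0.000321 to 0.0920.

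Among proteolysis genes, UBI4, PEP4 and RPN4 changed by -0.75, -0.46 and -0.45 on the log2 scale (edgeR adjusted p = 2.86e-08, 1.30e-05 and 3.85e-06). PMA1, for the plasma membrane proton pump, rose from 4696 ± 166 to 5469 ± 57.6 CPM (log2 fold change 0.22, SE 0.06, edgeR adjusted p = 0.00701). ADE2 rose by 0.35 (SE 0.06, edgeR adjusted p = 0.000103). The vacuolar proton pump genes VMA1 and VPH1 changed by -0.10 and 0.06 and were not called (edgeR adjusted p = 0.134 and 0.386). VMA1 was called without 25Q replicate 1 (log2 fold change -0.13, edgeR adjusted p = 0.0227, against 0.0227 to 0.333 over the leave-out fits) and with the GC and length offsets (edgeR adjusted p = 0.0386). VMA1 overlaps a gene on the other strand.

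In all, 14 panel genes were not called, VMA1 and VPH1 among them, with log2 fold changes from -1.04 to 0.24. HSP26 was the one with -1.04 (SE 0.49, edgeR adjusted p = 0.175). It stood at 427 CPM in 46Q replicate 1 and at 171 and 145 CPM in 46Q replicates 3 and 4. Without 46Q replicate 1, HSP26 was called with a log2 fold change of -1.70 (edgeR adjusted p = 2.23e-10, against 2.23e-10 to 0.357 over the 6 leave-out fits). GAL1, GAL2, GAL7 and GAL10 were at low levels in both groups. GAL1 had 9.67 ± 1.17 CPM in 25Q and 7.99 ± 1.3 in 46Q, and GAL10 had 7.27 ± 0.596 and 7.04 ± 0.487. GAL2 had 3.10 ± 0.395 and 3.68 ± 0.872 CPM, and GAL7 had 1.33 ± 0.474 and 0.898 ± 0.120. GAL1 was called only without 46Q replicate 1 (log2 fold change -0.41, edgeR adjusted p = 0.0406, against 0.0406 to 0.411 over the leave-out fits). LEU2 and URA3 changed by -0.13 and 0.12 (edgeR adjusted p = 0.0694 for both). LEU2 was called without 25Q replicate 4 (-0.17) or 46Q replicate 1 (-0.18), with no filter, with the DESeq2 Wald test and with the oneU counts alone. URA3 was called without 25Q replicate 1 (0.15) or 46Q replicate 4 (0.16), with upper-quartile scaling, with total counts only and with GC and length offsets. YDJ1 and CAN1 were called without 25Q replicate 1, with log2 fold changes of 0.15 and -0.15, and YDJ1 also with GC and length offsets (0.17).

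**Figure D4:**
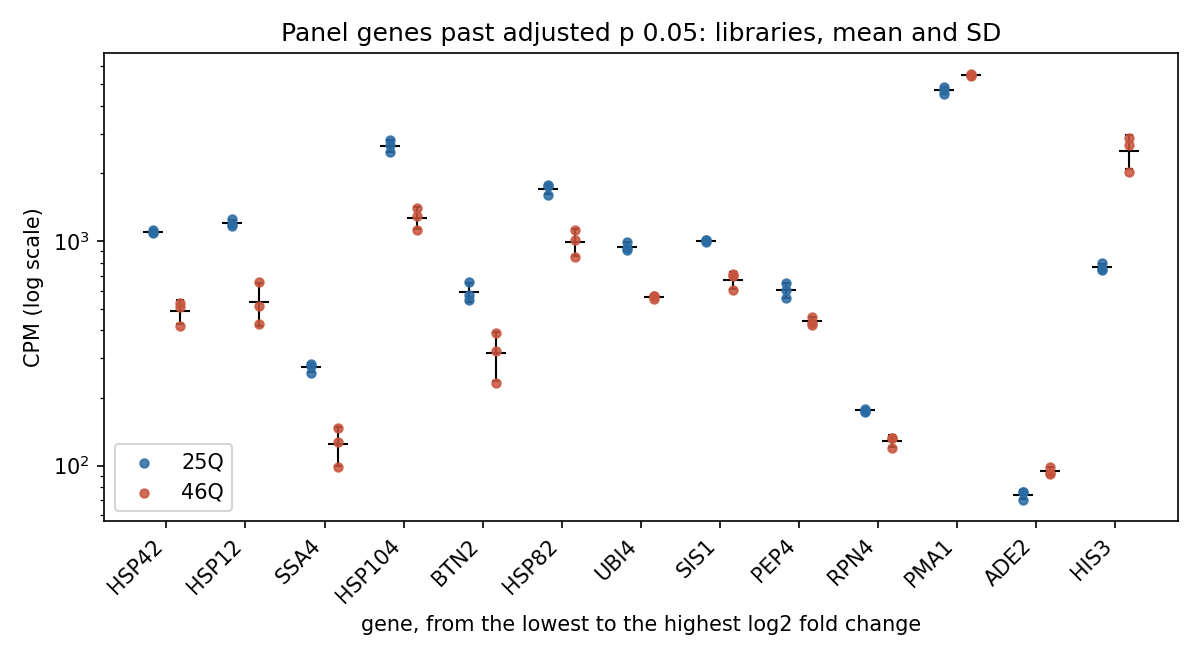
CPM on a log axis of the 13 called panel genes in each library, with 25Q in blue, 46Q in red, and the mean and SD of each group as black bars. The chaperone and proteolysis genes are lower in 46Q, and PMA1, ADE2 and HIS3 are higher.

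Of the 22 gene sets, camera called 18, 6 higher and 12 lower in 46Q, at a Benjamini-Hochberg adjusted p under 0.05 over the sets. All 18 held under fry. With an inter-gene correlation estimated per set, 0 were called and 3 had an unadjusted p under 0.05. In the 9 splits of the 6 libraries that mixed the groups, camera still called between 7 and 13 sets. In the same 9 splits fry called 0 sets, with at most 1 at an unadjusted p under 0.05, against 19 for the real groups. These splits keep part of the group difference in the comparison and part in the spread, so neither count stands for data without a difference.

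The Msn2/4 stress genes had the largest change, with a median log2 fold change of -1.21 over 32 genes, all 32 lower and 29 called (camera adjusted p = 1.14e-17). GRE3, GAD1 and PNC1 had the smallest p-values in this set, with log2 fold changes of -0.96, -1.46 and -0.88. Ribosome biogenesis genes had a median of 0.35 over 73 genes, of which 71 were called higher (camera adjusted p = 1.49e-21), led by UTP20 with 0.64, UTP10 with 0.58 and UTP22 with 0.53. The Hsf1 core targets had a median of -0.33, with 15 of 22 called lower (camera adjusted p = 7.93e-06), among them HSP78 with -1.22. Vacuolar protease and autophagy genes had a median of -0.34, with 17 of 26 called lower, and unfolded protein response genes had -0.27, with 11 of 16 called lower (camera adjusted p = 3.06e-06 and 0.000299).

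Higher medians were also found for ergosterol synthesis (0.22), purine synthesis (0.20), the pheromone response (0.19), Gcn4 amino acid synthesis (0.17) and cytosolic ribosomal proteins (0.17). HMG1 and ERG5 led the ergosterol set with log2 fold changes of 0.72 and 0.77. Lower medians were found for thiamine synthesis (-0.36), the TCA cycle (-0.19) and Yap1 targets (-0.19). The sets for the proteasome (-0.14), oxidative phosphorylation (-0.12), the V-ATPase (-0.10), glycolysis (-0.10) and mitochondrial ribosomal proteins (-0.08) were also called lower. These 5 sets lost their calls when GC and length trends were taken out, with camera's direction for mitochondrial ribosomal proteins turned higher, which left 13 sets, 6 higher and 7 lower (46.2% higher against 33.3%). The V-ATPase set, at an adjusted camera p of 0.0453, also lost its call without 25Q replicate 1, 46Q replicate 1 or 46Q replicate 4, at 0.128, 0.0620 and 0.107. It lost it too under upper-quartile scaling, total counts only, limma-voom and without overlapping genes, at 0.0641, 0.0563, 0.0551 and 0.101, and glycolysis lost its call without overlapping genes at 0.0715. The galactose, sulfur, phosphate and iron sets were not called by camera, while fry called the galactose set.

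**Figure D5:**
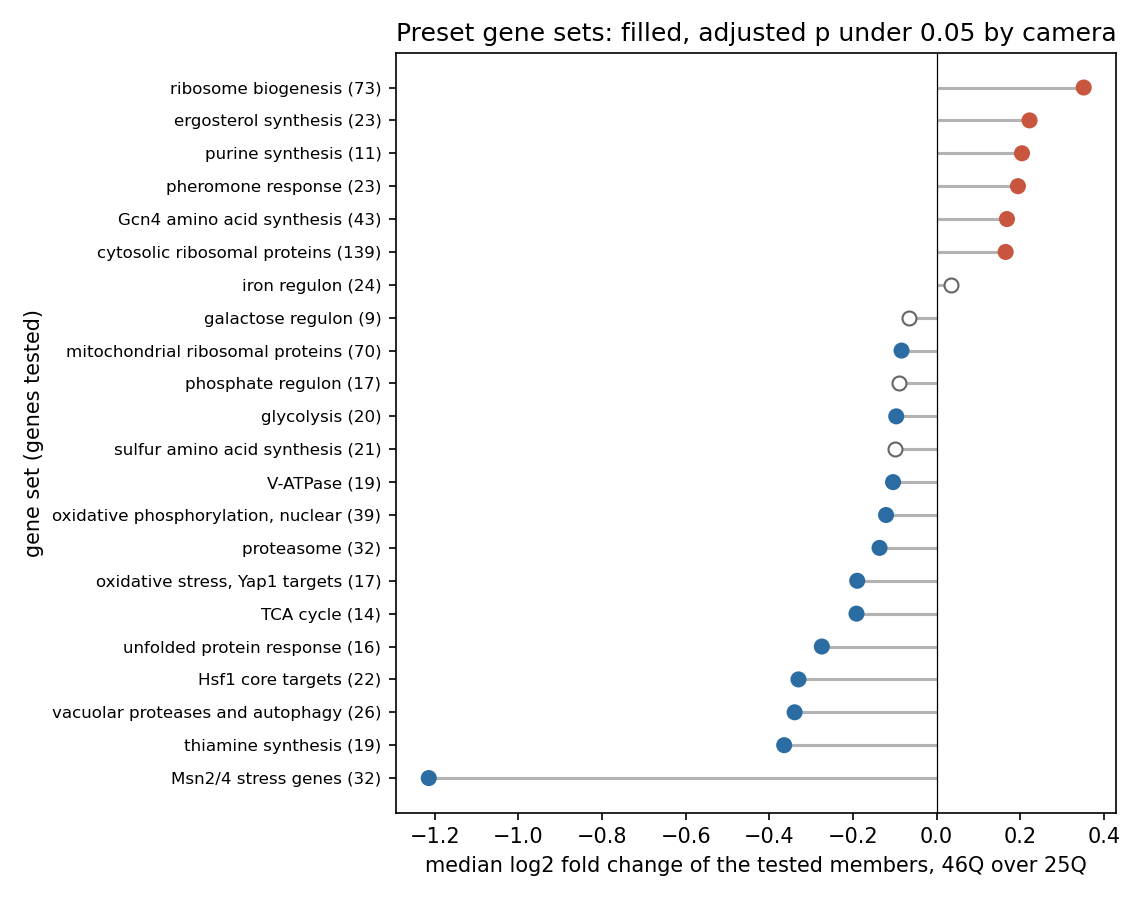
Median log2 fold change of the tested members of each of the 22 gene sets, 46Q over 25Q, with the number of tested genes in parentheses. Filled points had a camera adjusted p under 0.05, and the Msn2/4 stress genes lie lowest at -1.21 and ribosome biogenesis highest at 0.35.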

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

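Tests chosen only after the data were seen were those with the paired counts alone, with the oneU counts alone and without overlapping genes. The other alternatives were set before the data were examined.

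With 6 libraries and no block, the count of called genes stayed within 1.5 times of 2534 in all settings except the oneU counts alone. It was 2360 with the DESeq2 Wald test and 2680 with GC and length offsets (1551 higher and 1129 lower). The offsets also recentre each library. With them the median log2 fold change over all tested genes was 0.035, against 0.0055 in the main fit. The shift of the split may therefore not come from the trends alone. The near-even split also moved to 1400 higher and 1173 lower with upper-quartile scaling, and to 1362 and 1184 with total counts only. The count of called genes ran from 2070 (without 46Q replicate 4) to 2560 (without 25Q replicate 1) across the 6 fits that each left out 1 library. The oneU counts alone called 1589 genes, of which 1507 were also called with the summed counts. These counts hold 3358089 to 4528056 per library, so this setting has fewer counts by construction. No gene called both in an alternative and with the summed counts changed direction in any of the 19 settings compared. Calls of at least 2-fold ran from 94 to 130 and panel calls from 12 to 16 when a library was left out. The 130 came without 46Q replicate 1. Set calls by camera ran from 17 to 18 when a library was left out, were 19 under fry, and fell to 0 with the correlation estimated per set, where 3 sets had an unadjusted p under 0.05. The smallest adjusted p there was 0.143. The estimated correlations, such as 0.634 for the Msn2/4 genes and 0.655 for cytosolic ribosomal proteins, are above the preset 0.01 for most sets. This widens that test by construction. They are below it for the proteasome (-0.010) and thiamine synthesis (-0.018). Both sets lost their calls too, at adjusted p of 0.143 and 0.253 by camera with the estimated correlation. A correlation above the preset value is therefore not the whole reason for the lost calls.

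The titles share only replicate numbers 1 and 4. Deviations from the group means correlated at 0.0012 for number 1 and -0.030 for number 4, against -0.048 to 0.080 for other pairs, so the numbers are not shown to pair the samples. With a replicate block, 1395 genes were called, of which 1380 were called without it. The block with GC and length offsets called 1393. These fits estimate the group effect from 4 libraries. Among the 103 named genes that were followed through the settings, 18 lost their call with the replicate block and 22 with the block and offsets. TRP1 changed sign to -0.060 and RNQ1 to 0.012 with the replicate block, and RNQ1 stood at 0.056 with the block and offsets. With the block, 18 sets were called, and 12 with the block and offsets, 6 higher and 6 lower (50% higher against 33.3%).

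Among the 103 named genes followed through the settings, changes of sign were limited to 4 that were not called in any setting. Some genes named in the text, such as YOR199W, ADH2 and PCK1, were not among the 103. TRP1 was 0.0059 with the summed counts, -0.0050 without a filter, -0.0022 with at least 10 counts in every library, -0.00092 with limma-voom and -0.029 with the paired counts alone. It ran from -0.074 to 0.10 across the leave-out fits. RNQ1 moved from -0.032 to 0.032 with GC and length offsets. ENA1 moved from -0.036 to 0.077 with the paired counts alone, and from -0.098 to 0.0013 across the leave-out fits. GAL10 ran from -0.11 to 0.024 across them. Apart from the block, 82 of the 103 named genes kept their direction and their side of the threshold in every setting that tested them. With GC and length offsets, 6 lost their call and 3 gained one. The cause was not tested.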

Other observations

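Tests chosen only after the result was seen were those of copies of the HIS3 block, of full galactose induction and of antisense overlap in ribosomal protein genes, together with the runs of neighbouring genes and the counts of genes apart in a single library. The test of copies around SIR2 was set up once the rise of SIR2 had been seen, before the values of the adjacent genes were read.

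Among the 10 splits of the 6 libraries into 3 against 3, only 1, the real one, gave as many called genes as 2534. The other 9 splits gave 0 calls, with between 34 and 168 genes at an unadjusted p under 0.05. For changes of at least 2-fold, for panel genes and for gene sets, also 1 of the 10 splits, the real one, gave a count as large. The other splits called 0 panel genes, with at most 1 at an unadjusted p under 0.05, and 0 changes of at least 2-fold. Since 10 splits cannot give a share under 0.1, these counts alone do not exclude a chance split. For gene sets the other splits gave a median of 9 by camera, so the number of camera calls says little here.

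Several technical causes of the many small differences were tested. With GC and length offsets, 88.3% of the called genes stayed called in the same direction, which argues against such a trend as the whole cause. A trend was present: across genes, the log2 fold change correlated with gene length at a Spearman rho of 0.156. Its median was -0.04 over the 1528 shortest genes and 0.08 over the 1528 longest. With all libraries thinned to the smallest total, 95.2% of the called genes stayed called, which argues against depth. The largest absolute median log2 fold change of a nuclear chromosome was 0.0516, which argues against an extra chromosome. What stays open is any culture difference that runs with the groups, and the tract length itself, which was not separated from strain construction.

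The rise of HIS3 lies in a block. MRM1, HIS3 and YOR203W formed the only upward run of 3 neighbouring tested genes with a log2 fold change of at least 0.8, and 0 such runs came up in any of 1000 shuffles of gene order. There was also 1 downward run of that size, RRT13, YER066C-A and RGI1, where shuffles gave up to 2. The upward run had been seen before it was counted and includes a gene that overlaps HIS3, so the shuffles are only a description. The largest change in the Gcn4 set without HIS3 was 0.43, for LEU9, and the other 4 tested histidine genes lay between -0.10 and 0.35. This argues against a general induction of amino acid synthesis genes as the cause. A candidate explanation is more copies, in the 46Q strains, of a DNA piece that carries HIS3 and part of its flanks, such as the marker of a vector. MRM1, on the other strand, changed by 0.89. DED1 and BFR1, at the edges, changed by 0.22 and -0.17. Beyond DED1, GEP3, NOC2 and RET1 were called higher, by 0.25, 0.37 and 0.29, which is more than DED1. Beyond BFR1, MCA1 and LIP5 changed by -0.07 and 0.11 and were not called. A piece with more copies cannot be told apart here from stronger transcription from the region between MRM1 and HIS3, because no DNA was counted, and an effect of the tract length also stays open. YOR203W overlaps HIS3, so its rise is not independent evidence.

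SIR2 rose by 1.05 on the log2 scale, yet its tested neighbours PRP11 and NAT1 changed by 0.46 and 0.13. NAT1 (edgeR adjusted p = 0.0323) lost its call without 25Q replicate 1, 25Q replicate 4, 46Q replicate 3 or 46Q replicate 4, with log2 fold changes of 0.11, 0.13, 0.10 and 0.13 and adjusted p between 0.0768 and 0.190. It also lost it with no filter, the DESeq2 Wald test, GC and length offsets and the oneU counts alone, where the adjusted p ran from 0.0507 to 0.304, so its rise is uncertain. The larger, 0.46, is below that of SIR2 by far more than its SE of 0.07, which argues against copies of a DNA piece that holds SIR2 and both neighbours. PRM7, the gene beyond NAT1, rose by 0.79. A shorter DNA piece was not tested, and an effect of the tract length stays open. SIR2 overlaps YDL041W on the other strand, and whether reads of that strand were counted was not tested.

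The labels describe culture with galactose, but galactose genes were low. The highest percentile by CPM of GAL1, GAL7 and GAL10 in the 6 libraries was 14.6, which argues against full galactose induction at harvest. The median gene stood at 57.3 to 58.2 CPM. GAL1, GAL2, GAL7 and GAL10 have 0 near-identical copies in the table, which argues against reads lost to near-identical copies in counting. Glucose repression at harvest is a candidate explanation that these values leave open. In its favour, 6 of the 7 glucose-repressed genes were below the median gene in every library. The exception, ICL1, stood above the median gene only in 46Q replicate 1, at 83.5 CPM, against 42.9 to 47.0 CPM in the other libraries. Also in its favour, HXT1 and HXT3 stood at or above percentiles 95.1 and 98.7. The low-glucose transporter genes, which glucose also represses, went both ways. Over the 6 libraries the percentiles ran from 89.3 to 98.2 for HXT4 and from 78.0 to 90.3 for HXT2, but from 29.2 to 86.3 for HXT6 and from 43.4 to 85.6 for HXT7. HXT4 stood at 1120 ± 262 CPM in 25Q, above HXT1 at 633 ± 24.2, but at 318 ± 28.2 CPM in 46Q, below HXT1 at 739 ± 24.2. In 46Q, HXT6 and HXT7 had means of 35.9 and 53.4 CPM, below the median gene. The labels do not state when the cells were harvested relative to the change of medium. The sample titles carry the mark D0, which the labels do not explain, and the batch label of all 6 libraries reads Day-1. A harvest before induction, at which the tract might be little expressed, therefore stays open. A level of the polyglutamine transcript was not analysed here.

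Stress and storage genes fell while ribosome biogenesis genes rose, a pattern that could reflect different growth stages or glucose levels of the cultures. Low-glucose transporter genes were lower in 46Q, with log2 fold changes of -0.81 for HXT2, -1.82 for HXT4, -2.54 for HXT6 and -1.89 for HXT7. HXT2 lost its call in 4 of the 6 leave-out fits, where its adjusted p ran up to 0.126. Of the high-glucose transporter genes, HXT1 rose by 0.22 while HXT3 changed by -0.59. Among the glucose-repressed genes, ADH2 rose by 0.32 (edgeR adjusted p = 0.0374). The others were not called, with log2 fold changes from -0.10 for SUC2 to 0.46 for PCK1. PCK1, ICL1, JEN1 and MLS1 were each highest in 46Q replicate 1. Since these transporter and glucose-repressed genes point in different directions, growth stage or glucose left in the medium cannot be told apart from an effect of the tract length. A fall confined to the general stress program was also tested. The 10 Hsf1 targets outside it had a median of -0.21, at percentile 0.54 of 10000 random lists matched on expression, with 6 called lower and all 10 with a negative log2 fold change. The random lists were drawn gene by gene and do not carry the correlation within a regulon, estimated at 0.421 for the Hsf1 core targets. The percentile can therefore overstate the evidence. The 6 called genes argue against a fall of only the shared members.

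In 46Q replicate 1, 23 of 5487 genes with a mean of at least 5 CPM were at least 2-fold above both other 46Q libraries. In each of the other 5 libraries, such counts against their own group were 0 or 1. Among the 23 were SIP18 (133 CPM against 37.5 and 37.4), GRE1 (219 against 65.2 and 63.5), MLS1 (47.7 against 16.2 and 15.9), SSA3 (137 against 61.9 and 58.4) and HSP26, and also the ribosomal RNA genes 15S_RRNA and RDN5-1. With GC and length offsets that library had 15 such genes, which argues against GC content or gene length bias as the whole cause. With the paired counts alone it had 23, and 46Q replicate 3, with an oneU share of 22.23% against 22.19% in 46Q replicate 1, had 0, which argues against the oneU share. Thinned to the smallest total, the library had 22. Whether these are the same genes was not counted. No biological explanation was tested. HSP26, with a log2 fold change of -1.04 over all libraries and -1.70 without this one, depends on it.

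Some ribosomal protein genes had very low counts. RPL43A, RPL39, RPL33A, RPL36B and RPL22A stood at 2.70, 3.02, 4.48, 7.36 and 9.55 CPM, and RPL28 at 28.3. Another gene overlaps each of them on the opposite strand over at least 88.0% of its exons. The median over 10 ribosomal protein genes with an antisense overlap of at least 50% was 18.9 CPM, against 1265 CPM for 124 without one, although the highest of the 10 stood at 1426 CPM. This is consistent with reads lost where genes overlap on opposite strands, as would happen if counting ignored strand and dropped ambiguous reads. Those with a near-identical copy and no antisense overlap had a median of 1232 CPM, which argues against loss to near-identical copies. The 124 genes, and the cytosolic ribosomal protein set they come from, include RPP1, at 45.8 CPM. It encodes an RNase P subunit and not a ribosomal protein. No biological explanation was tested. Fold changes of genes with an antisense overlap may therefore rest on the part of their reads outside the overlap. Without overlapping genes, 2268 genes were called, of which 2237 were also called with all genes.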
